A study of Mus musculus with 8 samples. Its data were reported in "Integrative Analyses Identify a cGAS‐STING Pathway‐Driven Signature With Context‐Dependent Roles in Systemic Lupus Erythematosus" (2026).

How the data were processed

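Polyadenylated RNA was measured by RNA-Seq in bone marrow-derived macrophages (BMDMs), which are macrophages grown from mouse marrow in medium conditioned by L929 cells. The 8 libraries formed 4 groups of 2: wild-type (WT) BMDMs, Trex1-knockout BMDMs (Trex1-KO), and Trex1-KO BMDMs given one of 2 STING antagonists, H151 or SN-011. Per the labels the cells were incubated for 12 h with vehicle or antagonist, and H151 was used at 500 nM. The labels give no dose for SN-011. Groups and replicate numbers were read from the sample titles, and no library was left out.

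The authors trimmed paired-end reads with Trimmomatic, aligned them with hisat2 at default settings, and counted uniquely mapped read pairs per gene with featureCounts. The deposited values are raw counts, with no normalization, for 54532 Ensembl genes in each library. Tool versions, the genome build, the annotation release and the strand setting used for counting are not stated, and the labels and the methods name different HiSeq instruments. Gene symbols and positions (mouse genome build GRCm38) were taken from GENCODE mouse release 21, which held 54495 of the deposited identifiers and lacked 37. How reads in overlapping genes had been treated was checked on the counts. Of 468 genes whose exons all lie within exons of a gene on the opposite strand, 3 had any count, and of 752 genes within exons of a gene on the same strand, 25 had any count. Reads that fit more than 1 gene were therefore not counted for either gene, and strand was not used to assign them.

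Total counts per library ran from 11845470 to 17284863, so 1 count was worth between 0.0582 and 0.0849 CPM (counts scaled to a common library total) and the floor of 3 counts between 0.175 and 0.255 CPM. Intervals and floors cover counting error only, since read pairs without molecular identifiers are not independent molecules. CPM values were normalized with the trimmed mean of M-values (TMM), and the smallest and largest TMM factors were 0.973 and 1.04.

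Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr (a minimum count of 10 and a minimum total of 15), which left 14591 genes. All 8 libraries entered 1 quasi-likelihood fit with 1 mean per group, and each contrast was tested with the two-sided quasi-likelihood F-test, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05 on the false discovery rate (FDR). Genes past that threshold are said to be called. The biological coefficient of variation shared by all genes was 0.0656. Standard errors (SE) of log2 fold changes were derived as the absolute log2 fold change over the square root of the F statistic and are approximate.

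The M7core list (159 genes), the 7 modules, the membership of M7core genes in 3 interferon (IFN) modules and the RelB target labels are those of the study. According to the study, M7core holds IRF2-bound genes of module 7 that rose in mouse embryonic fibroblasts after stimulation of cGAS. Within module 7, its members were therefore not selected on the libraries used here. Module 7 itself was singled out after its change in Trex1-KO cells had been seen, and M7core carries that choice with it. Lists were tested against all other tested genes with camera from limma 3.58.1 at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 7 modules or, for M7core, over 4 contrasts, and were set beside 10000 random lists matched over 20 bins of expression. The M7core score of a library was the median CPM over the list. It was compared with a two-sided exact permutation test, which cannot give a p-value below 0.333 for 2 libraries against 2. Differences between parts of M7core were tested by 100000 permutations of the gene labels, adjusted over 6 tests. Correlations were computed across genes, which are not independent replicates, and carry no p-value. Intervals of 95% on shares are Wilson intervals.

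The numbers in the titles pair each antagonist library with a Trex1-KO library (ko1 with ko1+h151 and ko1+SN011, for example), and the labels do not say what the number stands for. The pairing was checked as the correlation, across genes, between the deviations of same-numbered libraries from their group means. For contrasts among Trex1-KO libraries, the fit with the replicate number as a block is given beside the fit without it. For contrasts with WT, whose animals are different, the block is an alternative only.

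Genes named below were fixed by a rule before the data were examined. They are Trex1, the M7core genes the study discusses by name (Zbp1, Mlkl, Cxcl10, Isg15, Ifit3 and Irf2), the pathway genes Tmem173 (which encodes STING), Cgas and Ifnb1, and, for each of 4 contrasts, up to 3 called genes with the largest rise and up to 3 with the largest fall, with an average log2 CPM of at least 2 and both libraries of one group above both of the other. Any other gene was chosen after its values were seen, as stated where it is named.

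The pipeline was tested on simulated data with 200 changed genes among 14257 tested, at 2 libraries per group. Changed genes were drawn from well-expressed genes with fixed sizes of change, in a single simulated data set. They were a far smaller share of tested genes than was called in Trex1-KO against WT. The rates that follow therefore do not cover low-count genes, smaller changes or a response as broad. The quasi-likelihood test recovered 84.5% of the changed genes with 6.63% false calls, edgeR's exact test recovered 90.0% with 13.0% false calls, and DESeq2 recovered 82.5% with 6.25% false calls. Among 150 unchanged simulated genes, sharing the control libraries between both contrasts produced a Spearman rho of -0.32 between their changes, against 0.09 with the control libraries split.

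The alternatives tried were edgeR's exact test, DESeq2 1.42.0, relative log expression factors, scaling by total counts, weaker and stricter count filters, fits of only the 2 groups compared, the replicate block, an added 2-fold threshold, adjustment over the M7core list alone, camera with an estimated correlation, the rotation test fry, other definitions of the M7core score, split Trex1-KO controls, and leaving out each library in turn. Not every alternative was run for every result. With 2 libraries per group, leaving 1 out left no spread in its group, so those fits gave values without calls.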

Results

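Gene expression was measured by RNA-Seq in BMDMs from WT mice and from mice lacking Trex1, the exonuclease that degrades cytosolic DNA, and in Trex1-KO BMDMs treated with H151 or SN-011, which are small molecules that inhibit STING. Each of the 4 groups held 2 libraries. Total counts were 13146808 and 14252747 in the WT libraries, 13542902 and 15600789 in the Trex1-KO libraries, 12304509 and 15088900 in the Trex1-KO+H151 libraries, and 17284863 and 11845470 in the Trex1-KO+SN-011 libraries. Between 20185 and 21127 genes had at least 1 count per library. The 10 most counted genes took between 9.61% and 10.0% of the counts, and mitochondrial genes between 1.26% and 1.69%. Log2 CPM values of the libraries within a group correlated across genes with a Pearson's r between 0.990 and 0.991. The first principal component held 44.7% of the variance and separated the WT libraries from the other 6, and the second held 13.5%. On the second, the SN-011 libraries lay lowest, at -16.4 and -20.5, with all others between -7.53 and 22.6. Replicate 1 lay above replicate 2 on it in every group. The labels name no sequencing batch or date. The SN-011 libraries carry a different treatment text and later record numbers than the other 6 libraries, and a batch limited to these libraries could not be told apart from the SN-011 treatment.

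Trex1 (ENSMUSG00000049734, chromosome 9, 109057933 to 109059734) had 0 counts in each of the 8 libraries, WT included. The whole exonic length of Trex1, 1147 bases, lies inside exons of Atrip (ENSMUSG00000025646), and reads shared by overlapping genes were not counted. The knockout therefore could not be checked in these counts, and the genotype of each library rests on its label. Atrip, which was chosen after its values were seen, was measured at 15.8 ± 2.3 CPM in WT and 67.6 ± 3.9 CPM in Trex1-KO (SD, n = 2). Among pathway genes, Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774) had between 0 and 2 counts per library, under the floor of 3 counts in every library, and was not tested. Tmem173, which encodes STING (ENSMUSG00000024349, chromosome 18, 35733679 to 35740554), was measured at 45.1 ± 3.4 CPM in WT and 52.99 ± 5.7 CPM in Trex1-KO (SD, n = 2), and its log2 fold change of 0.23 ± 0.09 (SE) was not called (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.129). Cgas (ENSMUSG00000032344, chromosome 9, 78430526 to 78443237) rose from 10.96 ± 2.1 to 18.4 ± 2.6 CPM (SD, n = 2), a log2 fold change of 0.75 ± 0.15 (SE, edgeR adjusted p = 0.00358).

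Trex1-KO BMDMs were compared with WT BMDMs to measure the response to loss of Trex1. Of 14591 tested genes, 2390 (16.4%) were called by the edgeR quasi-likelihood test, 1352 higher and 1038 lower in Trex1-KO, and 893 of the calls changed at least 2-fold (383 higher, 510 lower). At an unadjusted p under 0.05 there were 3974 genes. The share of higher genes among the calls depended on the scaling: it was 56.6% with TMM factors and 37.2% with total counts only (946 higher, 1598 lower), which moved the median log2 fold change of all genes by -0.08. The added 2-fold threshold moved the number of calls more than any other alternative. Among the called genes with the largest changes under the naming rule, Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) rose from 11.3 ± 0.36 to 424 ± 17 CPM (SD, n = 2), a log2 fold change of 5.23 ± 0.16 (SE, edgeR adjusted p = 2.03e-10). Apol9b (ENSMUSG00000068246, chromosome 15, 77729039 to 77736382) rose from 0.21 ± 0.11 to 11.5 ± 0.94 CPM (SD, n = 2), a log2 fold change of 5.71 ± 0.35 (SE, edgeR adjusted p = 7.25e-08), from 4 and 2 counts in the WT libraries. Gm8210 (ENSMUSG00000094497, chromosome 1, 43189156 to 43189638), a processed pseudogene of Rpl29, had 2 and 0 counts in the WT libraries and 8.87 ± 0.05 CPM in Trex1-KO (SD, n = 2), at least 40.1-fold higher (edgeR adjusted p = 1.97e-07). Rpl29 (ENSMUSG00000048758, chromosome 9, 106429454 to 106431568) fell from 283 ± 8.1 to 3.72 ± 0.60 CPM (SD, n = 2), a log2 fold change of -6.26 ± 0.10 (SE, edgeR adjusted p = 2.11e-13), and lies 2.63 Mb from Trex1. Gm2115 (ENSMUSG00000097789, chromosome 7, 84528954 to 84583531) and Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695) both had a log2 fold change of -2.30, with edgeR adjusted p-values of 6.07e-05 and 6.52e-09.

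The change of the study's 7 gene modules in Trex1-KO BMDMs was compared with that of all other tested genes. Module 7 had a median log2 fold change of 0.18 over 562 tested genes (limma camera, Benjamini-Hochberg adjusted p = 5.79e-28 over the 7 modules). The medians of the other modules lay between -0.05 and 0.05, with adjusted camera p-values of 0.449 for modules 1, 3 and 4, 0.522 for modules 5 and 6, and 0.707 for module 2. With total counts only, which shifted all genes by -0.08, the medians of modules 2 and 6 turned negative and that of module 7 fell to 0.10, while the adjusted camera p-value of module 7 was 3.53e-28. Among the module 7 genes tested, the 411 outside M7core had a median log2 fold change of 0.07 (limma camera, with an unadjusted p-value of 5.80e-05), with 91 called higher and 33 lower. With the inter-gene correlation estimated from the data, the limma camera adjusted p-value of module 7 was 0.00996. Module 7 had been singled out by the study after its change in Trex1-KO cells was seen, so its p-value here does not come from an independent choice of module. The same holds for M7core in this contrast, since the study drew M7core from module 7.

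**Figure D1:**
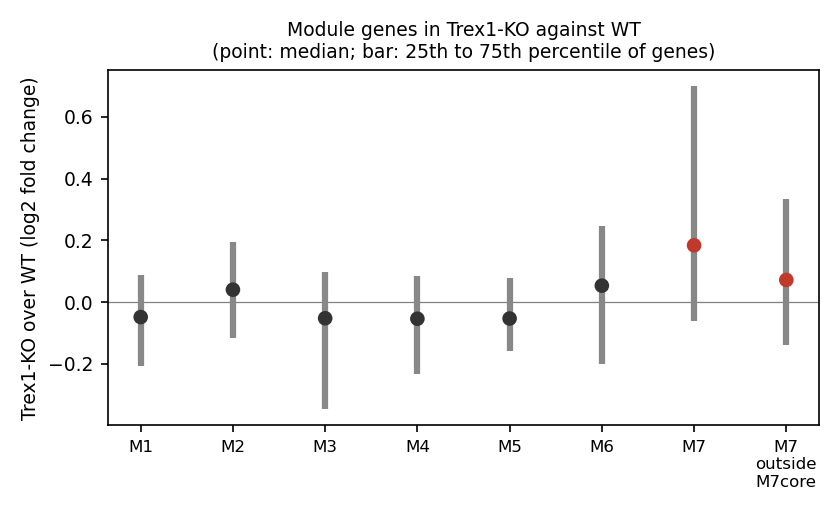
Log2 fold change of Trex1-KO over WT (y axis) for the genes of modules M1 to M7 and for M7 genes outside M7core (x axis), with points at the median over genes and bars from the 25th to the 75th percentile of genes. The median of M7 was 0.18 and that of M7 outside M7core 0.07, while the medians of M1 to M6 lay between -0.05 and 0.05 and those of M2 and M6 changed sign under total-count scaling.

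M7core was examined as the readout of the pathway used by the study. All 159 listed genes had counts, and 152 passed the expression filter. Exons of other genes covered most of the exonic length of 1 gene of the list and no part of 98 genes. The M7core score, the median CPM over the list, was 53.99 ± 2.45 in WT, 112 ± 3.33 in Trex1-KO, 67.2 ± 8.46 in Trex1-KO+H151 and 70.8 ± 3.08 in Trex1-KO+SN-011 (SD, n = 2). The score in Trex1-KO was 2.07 times that in WT. The score with H151 was 0.600 times, and that with SN-011 0.632 times, the score in Trex1-KO. Each of these 3 differences was larger than the spread between replicates, with no overlap between the libraries of both groups, and each gave a two-sided exact permutation p of 0.333, the smallest that 2 libraries against 2 can give. The score with SN-011 was 1.05 times that with H151, a difference within the spread between the H151 libraries (61.2 and 73.1), with an exact permutation p of 1. Of the other definitions tried, the mean of log2 CPM values over the list moved the scores of the antagonist groups most, to log2 ratios over Trex1-KO of -0.56 for H151 and -0.53 for SN-011, against -0.74 and -0.66 for the median.

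**Figure D2:**
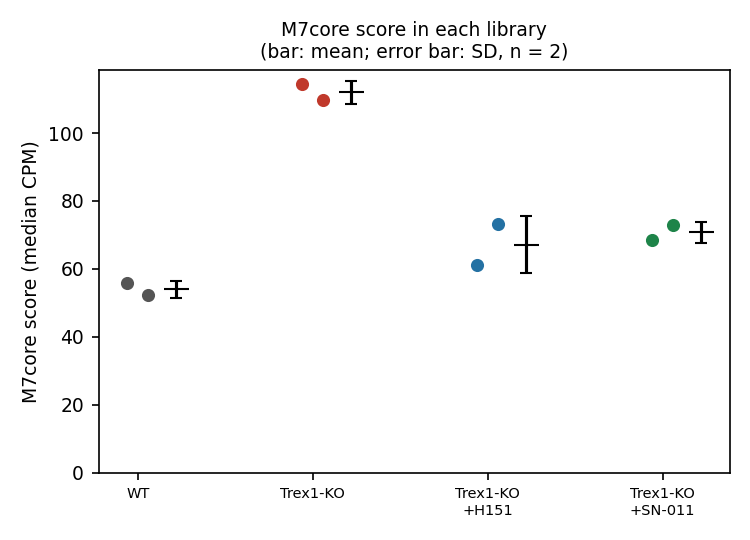
M7core score (median CPM over the list, y axis) of each library in the 4 groups (x axis), with horizontal bars at the group mean and error bars of 1 SD (n = 2). The Trex1-KO libraries were at 114.3 and 109.6, all other libraries between 52.3 and 73.1.

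In Trex1-KO against WT, M7core genes had a median log2 fold change of 1.08 (2.11-fold, interquartile range 0.45 to 1.53), against -0.00402 for the other 14439 tested genes (limma camera, adjusted p = 7.54e-136 over 4 contrasts). This median was above those of all 10000 expression-matched random lists, which ran from -0.03 to 0.10, and was larger than the SD between replicates of 0.05. By the edgeR quasi-likelihood test 83.6% of the tested M7core genes were called, 124 higher and 3 lower, and 134 genes were called (131 higher, 3 lower) with adjustment over the list alone. The alternatives that moved the test most were camera with an estimated inter-gene correlation, with an adjusted p-value of 0.00449, and the rotation test fry, with an adjusted p-value of 0.000420.

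Among the M7core genes named in advance, Zbp1 (ENSMUSG00000027514, chromosome 2, 173206612 to 173218923) rose from 32.3 ± 4.8 CPM in WT to 141 ± 14 CPM in Trex1-KO (SD, n = 2), a log2 fold change of 2.12 ± 0.12 (SE, edgeR adjusted p = 3.05e-08). Mlkl (ENSMUSG00000012519, chromosome 8, 111311797 to 111338177) rose from 16.2 ± 1.7 to 28.8 ± 2.9 CPM (SD, n = 2), a log2 fold change of 0.83 ± 0.14 (SE, edgeR adjusted p = 0.000752). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) rose from 15.7 ± 14 to 68.5 ± 14 CPM (SD, n = 2), a log2 fold change of 2.14 ± 0.40 (SE, edgeR adjusted p = 0.00179). The WT libraries differed for Cxcl10, with 351 and 83 counts. Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) rose from 19.1 ± 5.8 to 76.6 ± 9.3 CPM (SD, n = 2), a log2 fold change of 2.01 (edgeR adjusted p = 5.45e-05). Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) rose from 61.3 ± 13 to 336 ± 20 CPM (SD, n = 2), a log2 fold change of 2.45 (edgeR adjusted p = 2.01e-08), and is 97.8% identical to Ifit3b over 1700 of the 1745 bases of its transcript. Irf2 (ENSMUSG00000031627, chromosome 8, 46739732 to 46847458), which encodes the factor by whose binding M7core was defined, rose from 92.7 ± 2.0 to 127.3 ± 3.8 CPM (SD, n = 2), a log2 fold change of 0.46 (edgeR adjusted p = 0.000109).

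H151 was compared with vehicle in Trex1-KO BMDMs to ask which parts of the Trex1-KO profile change when STING is inhibited. By the edgeR quasi-likelihood test 325 genes were called, 56 higher and 269 lower with H151, and 70 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 1365 genes. Same-numbered H151 and Trex1-KO libraries deviated together (correlation 0.19 across genes), and with the replicate number as a block 412 genes were called, 93 higher and 319 lower. A filter that kept every gene with at least 1 count raised the number to 525 (131 higher, 394 lower). P-values under that filter were far too small for genes whose replicates differed, such as Cxcl10 (below), so its calls carry little weight. M7core genes had a median log2 fold change of -0.54 (0.689-fold, SD between replicates 0.07, limma camera adjusted p = 2.88e-179), below those of all 10000 random lists. With the block the median was -0.54 (limma camera adjusted p = 8.36e-180). Allowing for correlation between the genes, the adjusted p-values were 0.00449 (limma camera with an estimated correlation) and 0.00189 (limma fry). Of the 152 tested M7core genes, 86 (56.6%) were called lower and 0 higher, 111 had an unadjusted p under 0.05, and 110 were called, all lower, with adjustment over the list alone. With the block 96 were called lower, and 30 of the 86 changed at least 2-fold. Against WT, M7core genes in Trex1-KO+H151 had a median log2 fold change of 0.42, with 86 called higher and 2 lower.

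SN-011, which inhibits STING by another mechanism, was compared with vehicle in the same way. By the edgeR quasi-likelihood test 340 genes were called, 16 higher and 324 lower with SN-011, and 76 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 1756 genes. Same-numbered SN-011 and Trex1-KO libraries did not deviate together (correlation -0.01 across genes), and with the replicate number as a block 436 genes were called, 49 higher and 387 lower. The filter at 1 count raised the number to 679 (485 of them lower). M7core genes had a median log2 fold change of -0.58 (0.670-fold, SD between replicates 0.04, limma camera adjusted p = 1.58e-151), below those of all 10000 random lists. With the block the median was -0.58 (limma camera adjusted p = 8.57e-151). Allowing for correlation between the genes, the adjusted p-values were 0.00449 (limma camera with an estimated correlation) and 0.00189 (limma fry). Of the 152 tested M7core genes, 89 (58.6%) were called lower and 0 higher, 111 had an unadjusted p under 0.05, and 110 were called, all lower, with adjustment over the list alone. With the block 94 were called lower, and 25 of the 89 changed at least 2-fold. Against WT, M7core genes in Trex1-KO+SN-011 had a median log2 fold change of 0.41, with 89 called higher and 3 lower.

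Of the 124 M7core genes called higher in Trex1-KO than in WT, 86 were called lower with H151, 89 with SN-011, 83 with both and 32 with neither. Under H151 86 of the 124 were still called higher than in WT, and under SN-011 88 were. Zbp1 reached 67.1 ± 4.0 CPM with H151 and 66.2 ± 9.6 CPM with SN-011 (SD, n = 2), with log2 fold changes against Trex1-KO of -1.06 (edgeR adjusted p = 6.23e-05) and -1.09 (edgeR adjusted p = 6.69e-05). Cxcl10 reached 13.2 ± 4.9 and 12.2 ± 0.11 CPM (SD, n = 2), with log2 fold changes of -2.35 (edgeR adjusted p = 0.00497) and -2.48 (edgeR adjusted p = 0.00341). The call with H151 was lost with DESeq2 (adjusted p = 0.0634). Isg15 changed by -1.41 with H151 (edgeR adjusted p = 0.00373) and by -1.14 with SN-011 (edgeR adjusted p = 0.0163, and 0.166 with DESeq2). Ifit3 changed by -1.72 (edgeR adjusted p = 8.25e-06) and -1.47 (edgeR adjusted p = 2.23e-05). Mlkl changed by -0.54 and -0.53 on the log2 scale and was called with neither antagonist (edgeR adjusted p = 0.0667 and 0.0669). It was called with both by the replicate block (edgeR adjusted p = 0.0107 and 0.0158) and the exact test (edgeR adjusted p = 0.0108 and 0.0140). The fit of only the 2 groups called it with SN-011 (edgeR adjusted p = 0.0200). The filter at 1 count called it with both (edgeR adjusted p = 0.00196 and 0.00235), but that call carries little weight. Under that filter Cxcl10 in Trex1-KO against WT had an edgeR adjusted p of 4.08e-68, although the WT libraries had 351 and 83 counts. Irf2 changed by -0.21 with H151 (edgeR adjusted p = 0.130) and by -0.25 with SN-011 (edgeR adjusted p = 0.0475, 0.0935 with total counts only and 0.101 with DESeq2). Cgas changed by -0.64 with H151 (edgeR adjusted p = 0.0462, 0.0568 with total counts only, 0.0534 with the stricter filter and 0.0870 with the fit of only the 2 groups) and by -0.42 with SN-011 (edgeR adjusted p = 0.246). Tmem173 changed by -0.03 and -0.11 and was called with neither (edgeR adjusted p = 0.981 and 0.678).

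**Figure D3:**
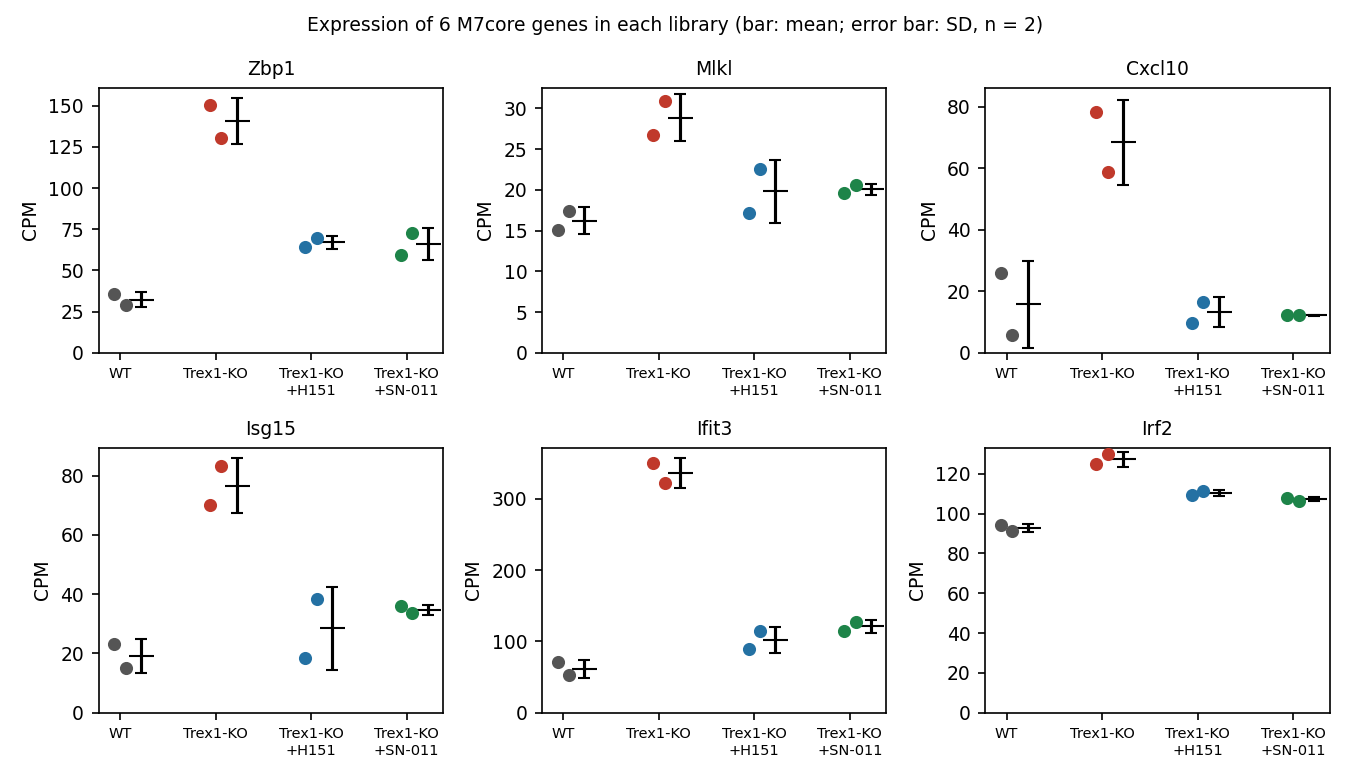
Expression of 6 M7core genes in each library (CPM, y axes) by group (x axes), with horizontal bars at the group mean and error bars of 1 SD (n = 2). In each panel both Trex1-KO libraries lie above all other libraries, and the Zbp1 means were 32.3 in WT, 141 in Trex1-KO, 67.1 with H151 and 66.2 with SN-011.

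Under the same rule, Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573) fell from 41.4 ± 3.7 CPM in Trex1-KO to 5.48 ± 0.43 CPM with H151 and 2.83 ± 0.03 CPM with SN-011 (SD, n = 2), with log2 fold changes of -2.92 (edgeR adjusted p = 0.00290, and 0.0538 with DESeq2) and -3.86 (edgeR adjusted p = 0.000641). The WT libraries differed for Acod1, at 13.6 and 1.69 CPM. Ifit2 (ENSMUSG00000045932, chromosome 19, 34550694 to 34576419) had a log2 fold change of -1.78 with H151 (edgeR adjusted p = 4.83e-05), and Fpr2 (ENSMUSG00000052270, chromosome 17, 17887824 to 17893952) one of -2.48 with SN-011 (edgeR adjusted p = 0.00983). Higher with H151 were Mmp8 (ENSMUSG00000005800, chromosome 9, 7558456 to 7568485) with a log2 fold change of 1.47 (edgeR adjusted p = 0.000127), Ahrr (ENSMUSG00000021575, chromosome 13, 74211118 to 74292331) with 1.06 (edgeR adjusted p = 0.000219) and Cyp1b1 (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) with 0.94 (edgeR adjusted p = 0.00111). Higher with SN-011 were the ribosomal RNA gene CT010467.1 (ENSMUSG00000106106, chromosome 17, 39846353 to 39848827) with a log2 fold change of 1.95 (edgeR adjusted p = 0.0367, and 0.214 with DESeq2), Rn7sk (ENSMUSG00000065037, chromosome 9, 78175303 to 78175633) with 1.31 (edgeR adjusted p = 0.0291) and Gm26917 (ENSMUSG00000097971, chromosome 17, 39843013 to 39846341) with 0.89 (edgeR adjusted p = 0.00448). CT010467.1 differed between the SN-011 libraries, at 911 and 193.5 CPM.

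The size of the fall under each antagonist was compared with the size of the rise in Trex1-KO across the 152 tested M7core genes. Spearman's rho was -0.93 for H151 (Pearson's r -0.83) and -0.90 for SN-011 (Pearson's r -0.76). Both changes were measured against the same Trex1-KO libraries, which by itself produces a negative correlation, so the Trex1-KO libraries were also split, with one used for the rise and the other for the fall. The split gave a rho of -0.88 and -0.90 for H151 and of -0.89 and -0.83 for SN-011 in the M7core list. Across all 14591 tested genes rho was -0.44 for H151 and -0.47 for SN-011 with shared libraries, and between -0.11 and -0.23 with split libraries. The changes under H151 and SN-011 correlated with each other with a rho of 0.94 across M7core genes and 0.47 across all tested genes, again with shared Trex1-KO libraries. Sharing the reference libraries by itself produces a positive correlation between these changes. No split is given for this pair, so the part due to sharing is not known, for either rho or for the shared calls that follow. Of the 269 genes called lower with H151 and the 324 called lower with SN-011, 228 were shared, and of the 56 and 16 called higher, 1 was shared.

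**Figure D4:**
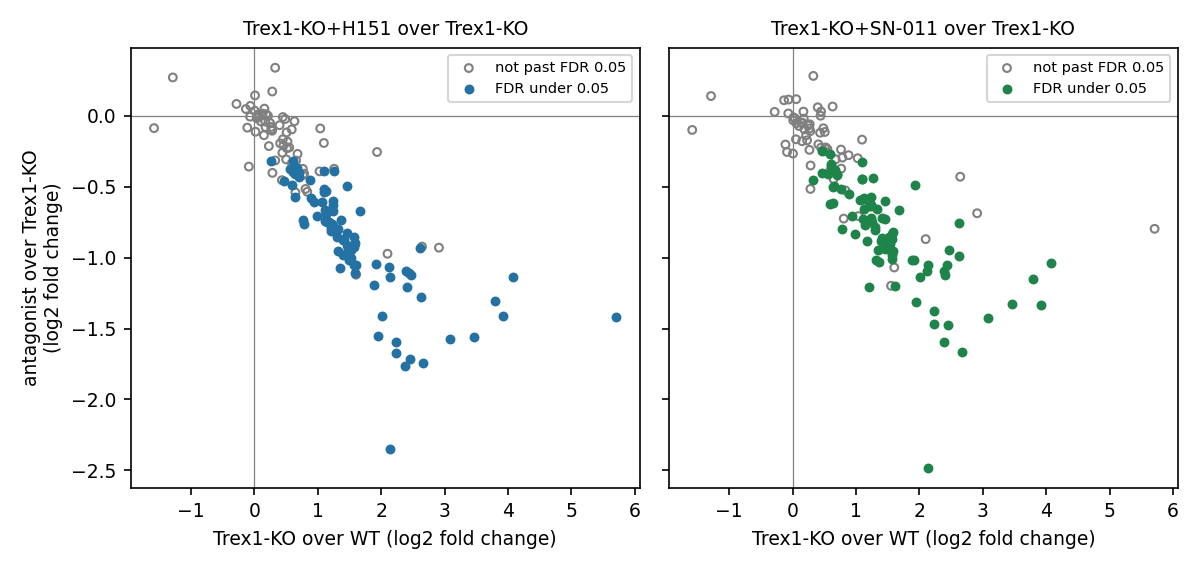
Log2 fold change of Trex1-KO+H151 (left) and Trex1-KO+SN-011 (right) over Trex1-KO (y axes) against that of Trex1-KO over WT (x axes) for the 152 tested M7core genes, with filled points for genes called under the antagonist. Spearman's rho was -0.93 for H151 and -0.90 for SN-011, and both axes share the Trex1-KO libraries.

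Over the whole transcriptome, 253 of the 1352 genes called higher in Trex1-KO were called lower with H151 (18.7%, Wilson 95% interval 16.7% to 20.9%), and 287 were called lower with SN-011 (21.2%, interval 19.1% to 23.5%). With the replicate block the shares were 20.3% for H151 and 23.5% for SN-011. By direction alone 79.3% and 80.1% of the 1352 genes were lower, but these genes were selected on the Trex1-KO libraries that also served as the reference, and direction read against a Trex1-KO library not used for the selection gave between 68.9% and 79.2% for H151 and between 75.1% and 78.0% for SN-011. The share called lower was 69.4% for H151 and 71.8% for SN-011 among the 124 M7core genes, and 13.6% and 16.1% among the other 1228 genes. These sets were not matched on the size of the rise in Trex1-KO, which the fall followed across M7core genes. The shares therefore do not show that the antagonists act more on M7core than on other genes with as large a rise. Of the genes called lower with the antagonists, 94.1% (H151) and 88.6% (SN-011) had been called higher in Trex1-KO. Of the 1038 genes called lower in Trex1-KO, 22 (2.12%) were called higher with H151 and 11 (1.06%) with SN-011. Against WT 1726 genes were called with H151 (990 higher, 736 lower) and 1714 with SN-011 (902 higher, 812 lower), while total-count scaling turned these into 715 higher and 998 lower, and 703 higher and 1042 lower.

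Because M7core spans genes inside and outside 3 established IFN modules, both parts were compared. Of the 159 listed genes 74.2% were outside the IFN modules, and 111 of these were tested, against 41 inside. In Trex1-KO against WT the median log2 fold change was 1.26 inside and 0.68 outside, a difference of 0.58 (permutation test over genes, adjusted p = 0.0152). With H151 the medians were -0.77 and -0.40 (difference -0.36, permutation adjusted p = 0.0152), and with SN-011 they were -0.74 and -0.44 (difference -0.30, permutation adjusted p = 0.0223). With the replicate block the differences for the antagonists were -0.36 (permutation adjusted p = 0.0162) and -0.31 (permutation adjusted p = 0.0196). The permutation treats genes as independent replicates, which they are not, so these p-values may be too small. The part that fell more had also risen more (1.26 against 0.68), against the same Trex1-KO libraries, so the 3 differences are not separate results. The genes outside the IFN modules differed from all other tested genes in each of the 3 contrasts (limma camera adjusted p-values of 5.69e-84, 1.04e-108 and 6.05e-94). Absence from the 3 modules does not make a gene independent of IFN. Isg15, which the study lists as a positive regulator of type I IFN signaling, is outside them. The result therefore does not show an IFN-independent part of M7core. The 61 tested RelB targets did not differ detectably from the other 91 M7core genes, with differences in the median of -0.34 in Trex1-KO against WT, 0.23 with H151 and 0.14 with SN-011 (permutation adjusted p = 0.174, 0.157 and 0.257).

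The effects of both antagonists were compared directly by testing Trex1-KO+SN-011 against Trex1-KO+H151. By the edgeR quasi-likelihood test 23 genes were called, 0 higher and 23 lower with SN-011, and 3 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 1300 genes, 623 higher and 677 lower. Same-numbered libraries did not deviate together (correlation -0.02), and with the replicate number as a block 44 genes were called, 6 higher and 38 lower. The filter at 1 count moved the number most, to 266 (152 of them higher). Of the 23 genes, those named by the rule were Ahrr (log2 fold change -1.26 ± 0.13 SE, edgeR adjusted p = 0.00141), Mmp8 (-1.16 ± 0.16 SE, edgeR adjusted p = 0.0117) and Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663; -0.97 ± 0.08 SE, edgeR adjusted p = 0.000119). Notch1 was measured at 88.8 ± 5.3 CPM in Trex1-KO, 156 ± 15 CPM with H151 and 79.3 ± 2.5 CPM with SN-011 (SD, n = 2). M7core genes had a median log2 fold change of 0.03 between the antagonists, within the SD between replicates of 0.08 but at percentile 99.94 of the random lists, whose medians ran from -0.05 to 0.03, and no difference was detected by limma camera (adjusted p = 0.291, and 0.294 with the block), with 0 called genes with and without the block, 4 with the filter at 1 count, and 10 genes with an unadjusted p under 0.05.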

Values the study reported

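The study reported that 74% of M7core genes fall outside the gene lists of 3 IFN modules and that 38.9% of them are regulated by RelB.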

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

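For the result in this part, the tests of a response specific to H151, of aryl hydrocarbon receptor targets and of summed neutrophil counts were chosen only after the result was seen, and so were the offsets fitted in turns, the correlations left after the GC and length offsets and the condition that most genes of a marker list had to be tested before the list could decide anything. The result drew attention because the effects of both antagonists differed when the difference itself was tested. By the edgeR quasi-likelihood test of SN-011 against H151, 23 genes were called, 0 higher and 23 lower with SN-011, with log2 fold changes from -1.56 to -0.30, while 1300 genes had an unadjusted p under 0.05, of which 623 were higher. In all 23 genes both H151 libraries lay above both SN-011 libraries, and 0 of the 23 belong to M7core.

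Technical explanations were tested first. With every library drawn down at random to the smallest total of 11845470 counts, 22 of the 23 genes were still called, among 24 calls of which 0 were higher, which goes against depth as the explanation. With offsets for GC content and gene length, 22 of the 23 were still called, among 27 calls of which 0 were higher, and the correlation of the changes across genes with length went from a rho of -0.22 to 0.00. That with GC content went from 0.07 to -0.05, similar in size with the sign reversed, so these offsets say little about GC content. With offsets fitted in turns the rho was 0.01 with GC content and 0.00 with length, and 22 of the 23 were still called, among 28 calls of which 0 were higher, which goes against both as the explanation. Without ribosomal RNA, mitochondrial and the most counted genes, 403 in all and including 1 of the 23, the other 22 were still called. A candidate explanation was RNA from granulocytes in the H151 libraries, since Mmp8 is among the genes. The median of a neutrophil marker list was at percentile 49.37 of expression-matched random lists, with no shift, but 7 of its 16 genes were expressed enough to be tested, so the median decides nothing. Summed over all 16 genes the list had 17.1 and 15.1 CPM in the H151 libraries, 13.7 and 18.004 in the SN-011 libraries and 20.2 and 20.97 in the Trex1-KO libraries. Mmp9 held between 40.4% and 48.1% of these counts with the antagonists, and without it the sums were 8.88 and 9.001 CPM with H151 and 7.27 and 9.77 CPM with SN-011, a ratio of means of 1.05. The sums overlap, which goes against granulocyte RNA as the explanation. Both SN-011 libraries may come from a later batch than the others, which the labels do not settle. A batch limited to SN-011 would move these libraries away from Trex1-KO rather than the H151 libraries, whereas 16 of the 23 genes were called higher with H151 than in Trex1-KO and 4 were called lower with SN-011 than in Trex1-KO.

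A biological explanation is a response to H151 that SN-011 lacks. Relative to Trex1-KO, 18 of the 23 genes moved further with H151 than with SN-011, with a median log2 fold change of 0.45 under H151 and -0.09 under SN-011, and 21 were higher with H151. Ahrr and Cyp1b1 are known targets of the aryl hydrocarbon receptor, so other targets outside the 23 genes were tested. Their median of 0.63 under H151 was at percentile 99.86 of random lists, but 3 of the 7 listed genes could be tested, none of them was called, and under SN-011 their median of 0.40 was at percentile 97.01, so this test decides nothing. Of the 18, some were called with neither antagonist, so a response specific to H151 is a hypothesis for at most the 16 genes called with H151. A batch of the SN-011 libraries could not be tested separately, and with 2 libraries per group the hypothesis was found and tested on the same data.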

How the results depend on the processing

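Some alternatives were chosen only after the data were seen, namely the 2-fold rule in the split-control shares below and, for the numbers of M7core genes called, relative log expression factors, the count filters, the fit of 2 groups and the 2-fold threshold. Leaving out a library left 1 in its group, so those fits gave no gene counts, p-values or calls. No gene called both in the reported fit and under an alternative changed direction. The cause of each change below was not tested.

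The numbers of called genes stayed within 1.5 times the reported ones under most alternatives. The added 2-fold threshold left 893 genes for Trex1-KO against WT, 70 for H151 and 76 for SN-011 against Trex1-KO, 3 for SN-011 against H151, and 511 for H151 and 590 for SN-011 against WT. Keeping every gene with at least 1 count gave p-values far too small for genes whose replicates differed, so its calls carry little weight. This filter raised the number to 525 for H151 (131 higher, 394 lower) and 679 for SN-011 (485 lower) against Trex1-KO. For SN-011 against H151 it raised the number to 266, of which 152 were higher. That contrast also rose from 23 to 84 with the exact test (24 higher, 60 lower), to 38 with DESeq2 (3 higher, 35 lower) and to 44 with the replicate block (6 higher, 38 lower), and each of these included the 23 genes. The one-sided direction of the 23 calls thus held with relative log expression factors, total counts, the stricter filter, the fit of 2 groups and the 2-fold threshold, and not with the others. For Trex1-KO against WT the replicate block called 2611 genes (1451 higher, 1160 lower), with a pairing correlation of 0.06.

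The M7core medians kept their direction and their side of the threshold with the other set tests, with total counts only and with the replicate block. Across fits that each left out one library, the median log2 fold change ran from 0.94 to 1.15 for Trex1-KO against WT, from -0.69 to -0.51 for H151 and from -0.61 to -0.52 for SN-011. The median for SN-011 against H151, 0.03 in the full fit, changed sign in 2 of these fits (-0.04 and -0.01). The added 2-fold threshold lowered the number of M7core genes called to 80 for Trex1-KO against WT, 30 for H151 and 25 for SN-011, and the filter at 1 count raised it from 0 to 4 (1 higher, 3 lower) for SN-011 against H151. Under the other alternatives run it stayed within 1.5 times the reported one, at 80 to 110 genes for H151 and 85 to 110 for SN-011.

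The medians of module 2 (-0.044) and module 6 (-0.031) reversed with total counts only, as the shift of -0.08 in all genes under that scaling implies, so the reversal says nothing about these modules relative to other genes. Neither was past the threshold under either scaling. The same shift took the median of module 7 from 0.18 to 0.10. The log2 ratio of the M7core score for Trex1-KO against WT, 1.05 as reported, was 0.99 as the mean of log2 values, 0.97 with total counts only and 1.16 over the genes outside the IFN modules. For H151 it was -0.56 as the mean of log2 values and ran from -0.87 to -0.61 with one library left out, and for SN-011 it was -0.53 as the mean of log2 values.

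The M7core correlation with the rise in Trex1-KO was weaker with split Trex1-KO controls, at -0.88 and -0.90 for H151 and -0.83 in one of the orders for SN-011, weaker as Pearson's r (-0.83 and -0.76), and weaker over all tested genes (-0.44 and -0.47). The share of Trex1-KO-higher genes lowered by H151, 18.7% as reported, was 20.9% with the exact test and 79.3% by sign only. With split controls and signs it was 79.2% and 68.9% over 912 and 1096 genes, and 76.2% and 71.5% over the 500 and 537 genes that rose at least 2-fold. For SN-011, 21.2% as reported, it was 25.02% with the exact test, 23.5% with the replicate block and 80.1% by sign only, and with split controls 78.0% and 75.1%, or 72% and 69.6% with the 2-fold rule. The differences between IFN-module and other M7core genes held with total counts only, as differences of means and with the replicate block, and were not computed under the other alternatives.

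For the genes named in the report, 390 results under alternatives kept their direction and side of the threshold, 7 gained a call and 9 lost one, 5 of the 9 with DESeq2. All 7 gains were for Mlkl under the antagonists, 2 of them with the filter at 1 count. Among the values with one library left out, 8 had the opposite sign, for Tmem173 under the antagonists and for genes not called between SN-011 and H151. The depth limits what can be said of Ifnb1, with 0 to 2 counts per library, and the annotation overlap that of Trex1.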

Other observations

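In this part, the tests on Trex1 and Atrip, on Rpl29 and Gm8210, on Y-linked genes and on ribosomal RNA were chosen only after the results were seen, as were the comparison with other genome windows, the sums without Mmp9 and the condition that most genes of a marker list be tested. The genes in this part were chosen after their values were seen, except where the report names them.

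The study described almost all M7core genes as significantly suppressed by either antagonist, by a negative binomial test at an FDR under 0.05. Here 86 (H151) and 89 (SN-011) of 152 tested M7core genes were called lower, 110 with each antagonist when adjusted over the list alone, and 139 and 140 were lower by any amount. With edgeR's exact negative binomial test 93 (H151) and 94 (SN-011) were called lower.

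Trex1 had 0 counts in all 8 libraries. Its exonic length lies 100% inside exons of Atrip, so reads that fit both genes may have been discarded in counting, and among genes placed in this way few had any count. Atrip itself had a log2 fold change of 2.10 in Trex1-KO against WT (edgeR adjusted p = 7.16e-09). No biological explanation of this change was tested.

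Rpl29 fell from 283 to 3.72 CPM in Trex1-KO while its pseudogene Gm8210 rose from 2 and 0 counts to 8.87 CPM, with no return under either antagonist. Gm8210 is 99.5% identical to Rpl29 over 422 of its 483 bases. If reads had only been reassigned between both genes, their sum would have been little changed. The summed counts changed by -4.49 on the log2 scale, which goes against reassignment for most of the fall. Only uniquely mapped pairs were counted, so the sum cannot show whether pairs fitting more than 1 place were dropped. A loss of Rpl29 reads in mapping is therefore not excluded. Another candidate explanation is a stretch of chromosome from another mouse strain carried along with the Trex1 mutation, since Rpl29 lies 2.63 Mb from Trex1. Among tested genes within 10 Mb of Trex1 24.3% were called, against 16.3% elsewhere (one-sided Fisher's exact p = 0.00334). Of 224 windows of the genome, 13 (5.80%) had as high a share, but the windows overlapped and those around Trex1 were not left out. The comparison therefore cannot tell the pattern apart from ordinary variation between regions, nor from a strain interval. Near Trex1 lies also Tma7 (chromosome 9, 109074568 to 109082587), whose log2 fold change of -0.43 was not called (edgeR adjusted p = 0.147). Its processed pseudogene Tma7-ps on chromosome 1, 98.97% identical over 195 bases, rose by 2.22 (edgeR adjusted p = 0.000237). What this pair says about a strain interval was not tested. The sequence reads, which would show strain variants, were not analysed here.

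A set of Y-linked genes was lower in all Trex1-KO libraries, with log2 fold changes against WT of -1.55 for Kdm5d, -1.62 for Eif2s3y, -1.32 for Uty and -1.56 for Ddx3y, called for 4 of 6 tested Y-linked genes. Cells of female mice mixed into the Trex1-KO cultures could lower them, but would raise Xist, whose log2 fold change was 0.31 (edgeR adjusted p = 0.457) at 41 to 54 counts per library. That explanation is not borne out. A difference between strains or loss of the Y chromosome in part of the cells was not tested.

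The composition of the cultures was tested with marker lists. A fibroblast list had a median log2 fold change of -1.22 in Trex1-KO against WT, at percentile 0 of random lists, with 14 of 15 genes called lower. The remaining gene, Dcn, was not called and went the other way, with a log2 fold change of 0.46 (edgeR adjusted p = 0.320). The summed CPM of the list was 3894 and 3526 in WT, 1834 and 1446 in Trex1-KO, and between 1621 and 2111 with the antagonists. Less stromal RNA in the Trex1-KO libraries is a candidate explanation for the fall of collagen genes such as Col2a1, and lower expression of these genes within the same cells was not tested. A neutrophil list had a median of 2.21, at percentile 100 of random lists, with 4 of 7 genes called higher, but the other 9 of its 16 genes were too low to test. Summed over all 16 genes it had 9.64 and 9.01 CPM in WT, 20.2 and 20.97 in Trex1-KO and between 13.7 and 18.004 with the antagonists. Mmp9 held 86.3% and 79.7% of these counts in WT, and without it the sums were 1.32 and 1.83 CPM in WT, 8.45 and 9.56 in Trex1-KO and between 7.27 and 9.77 with the antagonists. More granulocyte RNA is thus a candidate explanation that cannot be told apart from higher expression of these genes within the same cells. Differences in cell composition therefore cannot be excluded as part of the contrast between Trex1-KO and WT.

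Of the 16 genes called higher with SN-011 than in Trex1-KO, 5 were not protein-coding. The ribosomal RNA gene CT010467.1 was 4.71 times as high in one SN-011 library as in the other (911 against 193.5 CPM), which is consistent with ribosomal RNA left in one library after selection of polyadenylated RNA. No biological explanation was tested.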
